A study of Homo sapiens with 14 samples.

How the data were processed

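Gene expression was measured by RNA sequencing in 14 libraries of primary human epidermal keratinocytes, in 7 groups of 2 libraries. Cells were grown in KSFM, a serum-free keratinocyte medium, and collected at passage 2 or 5 (KSFM p02, KSFM p05). Others were grown in EpiX medium and collected at passage 3, 12 or 19 (EpiX p03, EpiX p12, EpiX p19). The remaining cells were grown in EpiX, moved to KSFM and collected at passage 4 or 20 (switched p04, switched p20). Messenger RNA was taken directly from the cells with Dynabeads and libraries were made with a ScriptSeq kit, per the labels' protocols. Sequencing used an Illumina NextSeq.

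The deposited table holds raw counts per gene that the authors made with featureCounts 1.5.0 after alignment with STAR 2.5.0 to hg19, with reads written by bcl2fastq, per the submitters' processing notes. The strand setting, the handling of reads that map to several places, the annotation release and whether reads or read pairs were counted are not given in the sources used here. Values of genes that overlap on opposite strands are therefore uncertain. Counts within near-identical families (SPRR2, LCE, KRT6 and histone genes) depend on how shared reads were assigned, and single members are uncertain. The table has 57820 Ensembl gene IDs, of which 51996 (89.9%) were matched to a symbol. The unmatched IDs took between 0.588% and 1.44% of a library's counts. A symbol was shared by more than 1 ID in 42 cases. Gene types came from a later annotation than the one counted on, and coordinates are those of the deposited table. Genes on the Y chromosome and XIST, 543 IDs in all, were left out of every step because they describe the donor.

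Total counts lay between 41318251 and 69579350 in 11 libraries and were 1446012, 6204532 and 6219735 in the other 3. A floor of 3 counts corresponds to 0.0431 to 2.07 CPM (counts scaled to a common library total) in a library. Mitochondrial shares were given with 95% Wilson intervals and count ratios with exact binomial (Clopper-Pearson) intervals. Floors and intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

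Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by filterByExpr on the groups, which left 22767 genes, and libraries were scaled by TMM. Normalised CPM means CPM after TMM scaling, with SD over the 2 libraries of a group. A mean per group was fitted over all 14 libraries with edgeR's quasi-likelihood method, with 7 residual degrees of freedom and a common biological coefficient of variation of 19.4%. Each p is from edgeR's two-sided quasi-likelihood F test, adjusted by Benjamini-Hochberg within a comparison, with a threshold of 0.05. Fold changes are log2 with a standard error (SE), which is the size of the change divided by the square root of its F statistic. This SE is an approximation and not a separate estimate. A total of 11 comparisons were made, of which 5 were treated as the main ones and 2 were interactions. The labels do not say whether the 2 libraries of a group are separate cultures, so each p measures spread between these samples and not between donors or experiments. Replicate numbers were not used to pair samples.

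For 21 gene lists, camera tested whether members ranked higher or lower than the other tested genes, with a preset correlation between genes of 0.01 and adjustment over the lists of a comparison. The lists were basal keratinocyte, suprabasal and early differentiation, cornified envelope and late differentiation, stress keratins, simple epithelial keratins, proliferation, p53 targets, senescence-associated, TGF-beta targets, mesenchymal, SRF and actomyosin, YAP and TAZ targets, inflammatory and antimicrobial, interferon response, cholesterol synthesis, Notch pathway, integrated stress response, hypoxia and glycolysis, fibroblast markers, melanocyte markers, and immune and endothelial markers. Of the 231 list tests 123 passed, and 47 of these also passed when the correlation was estimated from the residuals. With the estimated correlation the adjusted p of those 47 ran from 6.86e-04 to 0.0482. List p values below are with the preset correlation unless stated. The estimated correlation was negative for simple epithelial keratins in every comparison. Passing with it there made no allowance for members that vary together. Each list was also adjusted over the list alone.

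The groups, comparisons, tests, lists, most of the other settings and the rule for naming genes were fixed before the data were examined. In a main comparison the rule took up to 6 genes with the largest change each way among protein-coding-type symbols past the threshold. Their mean over both groups had to reach 10 normalised CPM, and all libraries of a group had to lie above all of the other. It added up to 4 members of each list with the smallest adjusted p, or the most abundant members where none passed. Other comparisons took 3 genes each way and interactions 4. Marker genes of keratinocytes, proliferation and other cell types were read in every library. From the genes so chosen, those whose call held when any single library was left out are given as examples. Some results for single genes are not reported here. Where a group had 0 counts, a floor of 3 counts over the group gives a lower bound, and where it had 1 to 3 counts the ratio is given with its counting interval, or for an interaction the log2 difference of pooled counts with the exact Poisson interval of that count.

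The steps were tested on simulated data with the dispersions and depths of these libraries. Of genes simulated with a 2-fold change, 49% were recovered for EpiX p03 against KSFM p02, 33% for KSFM p05 against KSFM p02 and 49% for switched p20 against EpiX p19. For a 4-fold change these shares were 96%, 85% and 94%. Calls among unchanged genes numbered 11 of 21391, 3 of 21398 and 10 of 21302. Only 100 genes were changed at each fold, while the real comparisons gave 2319, 5139 and 6526 calls. The simulation therefore did not test the scaling when many genes change at once.

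Other settings chosen in advance were DESeq2 size factors in edgeR, library size as the only scaling, no filter on low counts, a replicate block, the Wald test of DESeq2 1.42.0, a fit to only the groups compared, an estimated correlation for the lists, and leaving out each library in turn. Shared calls were repeated at an adjusted p under 0.01 and at a change of at least 2-fold. Added after the data were seen were fits without the 2 shallowest libraries, without the KSFM p05 group, without mitochondrial genes and with all libraries thinned to the smallest total. Equal depth below means this thinning, which matched total counts and not the counts outside mitochondrial genes. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.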

Results

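RNA was sequenced from primary human epidermal keratinocytes kept in either of 2 media. KSFM is a serum-free keratinocyte medium. EpiX is the expansion medium of the study, whose series title names inhibition of the PAK1, ROCK and myosin II pathway and of TGF-beta signalling. There were 7 groups of 2 libraries, from KSFM at passages 2 and 5, EpiX at passages 3, 12 and 19, and cells moved from EpiX to KSFM and collected at passages 4 and 20. Total counts per library (replicate 1, then replicate 2) were 59820232 and 43613843 in KSFM p02, and 6219735 and 1446012 in KSFM p05. They were 55077829 and 51215493 in EpiX p03, 57472674 and 41318251 in EpiX p12, and 63916658 and 55844100 in EpiX p19. In switched p04 they were 56425464 and 60163795, and in switched p20 6204532 and 69579350. Replicates correlated across genes at 0.983 to 0.990 within 5 groups, at 0.930 in switched p20 and at 0.860 in KSFM p05. Genes are not independent replicates. The mitochondrial share of counts ran from 13.6% in KSFM p02 replicate 2 (95% Wilson interval 13.553 to 13.574) to 49.1% in switched p20 replicate 1 (49.07 to 49.149). It was 38.7% and 42.3% in KSFM p05, 21.1% and 19.8% in EpiX p03, and 32.9% and 29.8% in EpiX p19. It was 26.9% and 17.7% in EpiX p12, and 19.3% and 27.3% in switched p04. In KSFM p02 replicate 1 it was 17.3% and in switched p20 replicate 2 37.1%. This share was tested as a cause only for the proliferation genes of EpiX p19. It was not used to adjust the counts.

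Markers of keratinocytes and of cycling cells were measured in every library. KRT5, a keratin of basal cells, lay between 3592 and 11430 normalised CPM, and TP63, a transcription factor of stratified epithelium, between 92.9 and 375. MKI67, a marker of cycling cells, was 183 and 230 normalised CPM in the KSFM p02 libraries, 301 and 282 in EpiX p03 and 282 and 242 in EpiX p12. It was 40.9 and 30.8 in EpiX p19, 61.8 and 66.3 in switched p04, and 6.28 and 3.69 in switched p20. IVL, which encodes the cornified envelope protein involucrin, was 0.529 and 1.17 in KSFM p02 and 257 and 221 in switched p20.

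**Figure D1:**
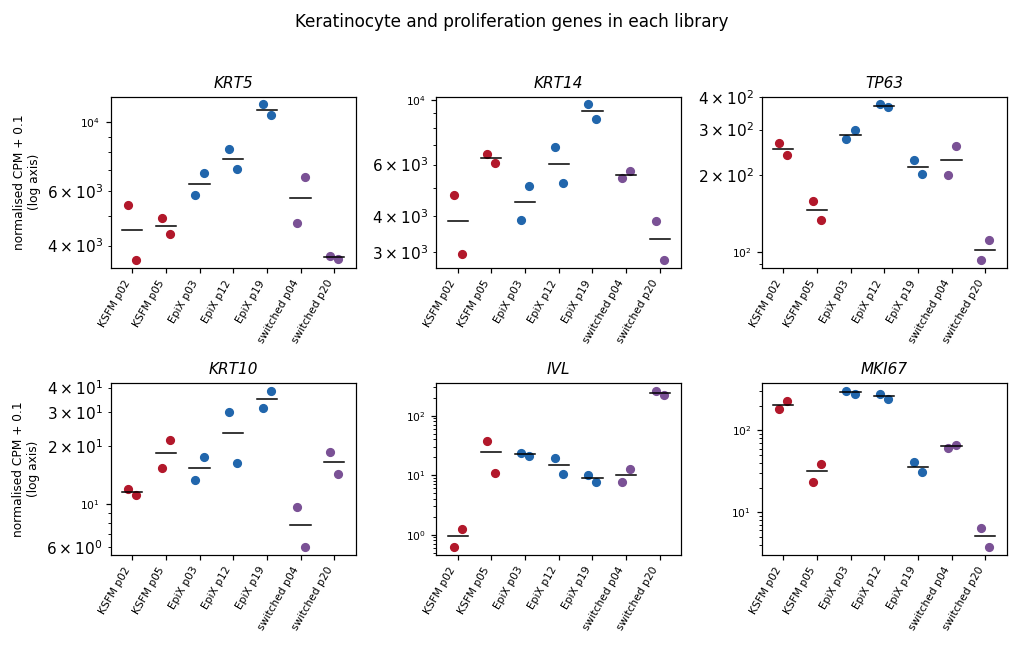
Normalised CPM plus 0.1, on a log axis, of 6 keratinocyte and proliferation genes in the 14 libraries, with a dot per library (replicate 1 left, replicate 2 right) and a bar at the group mean. MKI67 lay between 242 and 301 in EpiX p03 and p12 and between 30.8 and 40.9 in EpiX p19.

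How early cultures in the 2 media differed was read from EpiX p03 against KSFM p02, which also differ by 1 passage. FN1, VIM and PMEPA1 were far lower in EpiX p03, and KRT13 and S100A8 were far higher. FN1, which encodes fibronectin (ENSG00000115414.14, hg19 chromosome 2, 216225163 to 216300895), was 2843 ± 305 normalised CPM in KSFM p02 and 2.42 ± 0.478 in EpiX p03 (SD, n = 2). Its log2 change was -10.19 ± 0.45 (SE, adjusted p = 3.41e-12, edgeR quasi-likelihood test). VIM, the intermediate filament vimentin (ENSG00000026025.9, chromosome 10, 17270258 to 17279592), went from 479 ± 101 to 0.775 ± 0.0982 (log2 change -9.27 ± 0.34, adjusted p = 2.32e-13). PMEPA1, a feedback inhibitor of TGF-beta signalling, went from 97.9 ± 0.668 to 0.227 ± 0.0301 (log2 change -8.74 ± 0.35, adjusted p = 7.05e-13). KRT13, a keratin of internal stratified epithelia (ENSG00000171401.10, chromosome 17, 39657233 to 39661957), rose from 1.09 ± 0.391 to 308 ± 1.49 (log2 change 8.15 ± 0.51, adjusted p = 6.7e-10). S100A8, a calprotectin subunit, rose from 0.402 ± 0.285 to 35.9 ± 2.52 (log2 change 6.52 ± 0.40, adjusted p = 6.7e-10). Of 22767 genes tested, 841 were higher and 1478 lower in EpiX p03. The 2319 calls fell to 1312 without KSFM p02 replicate 1 and 1386 without replicate 2, and to 1018 and 1033 without EpiX p03 replicate 1 and replicate 2.

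TGF-beta targets were lower as a group in EpiX p03, with 25 of 36 lower, none higher and a median log2 change of -1.81 (camera adjusted p = 8.14e-63). The count was also 25 adjusted over the list alone. TGFBI, a matrix protein, went from 56.9 ± 9.2 to 2.19 ± 0.245 normalised CPM (SD, n = 2). Of 17 mesenchymal genes 8 were lower (9 adjusted over the list alone) and none higher, with a median of -1.47 (adjusted p = 3.82e-14). POSTN, which encodes periostin, had 3 counts in EpiX p03, a ratio of 158 (counting interval 53.8 to 770), or 114 and 219 with KSFM p02 replicate 1 and replicate 2 alone. Interferon response genes were lower in 33 of 35 cases, also adjusted over the list alone, with a median of -2.48 (adjusted p = 1.94e-74). IFI6 went from 49.4 ± 4.86 to 0.8995 ± 0.109 and the antiviral gene MX1 from 42.5 ± 11.2 to 1.72 ± 0.09. In the integrated stress response list, 10 of 22 were lower (1 higher and 12 lower adjusted over the list alone), with a median of -0.66 (adjusted p = 4.63e-05, and 0.0319 with an estimated correlation). HERPUD1, an endoplasmic reticulum stress gene, fell by 1.20 ± 0.23 on the log2 scale. These 4 lists also passed with an estimated correlation.

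Differentiation genes were higher in EpiX p03. Cornified envelope genes rose in 21 of 34 cases (25 adjusted over the list alone) with a median of 2.27 (adjusted p = 1.04e-28, and 0.0319 with an estimated correlation). The envelope precursors SPRR3 and SPRR1A rose by 6.85 ± 0.62 and 4.95 ± 0.41 and the protease inhibitor PI3 by 5.77 ± 0.46 (log2). Suprabasal genes were higher in 12 of 21 cases and lower in 2 (13 and 2 adjusted over the list alone), with a median of 2.69 (adjusted p = 3.88e-10; adjusted p = 0.126 with an estimated correlation). IVL rose from 0.850 ± 0.455 to 22.5 ± 1.75 normalised CPM. Basal genes moved both ways, with 3 higher and 8 lower of 20 (3 and 9 adjusted over the list alone, median -0.26, adjusted p = 0.00174; adjusted p = 0.211 with an estimated correlation). KRT15, a basal keratin, rose from 44.8 ± 2.45 to 531 ± 54.5. Proliferation genes were higher in 13 of 35 cases (18 adjusted over the list alone) with a median of 0.54 (adjusted p = 1.74e-10; adjusted p = 0.0754 with an estimated correlation). HMGB2, a chromatin protein of dividing cells, rose by 0.94 ± 0.20.

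Further lists passed in EpiX p03 against KSFM p02, each with an adjusted p over 0.05 when the correlation was estimated. The p53 targets had 4 of 24 higher (5 adjusted over the list alone; median 0.44, adjusted p = 0.00257, and 0.211 with an estimated correlation), among them FDXR at 1.28 ± 0.24. Senescence-associated genes had 2 higher and 7 lower of 20 (4 and 8 adjusted over the list alone; median -0.50, adjusted p = 7.36e-05, and 0.0945 with an estimated correlation). SRF and actomyosin genes had 8 of 31 lower under either adjustment (median -0.35, adjusted p = 4.12e-04, and 0.295 with an estimated correlation), with FHL1 at -2.94 ± 0.24. Cholesterol synthesis genes had 5 of 24 lower (6 adjusted over the list alone; median -0.27, adjusted p = 0.0122, and 0.307 with an estimated correlation), with INSIG1 at -1.20 ± 0.20, and the list did not pass without KSFM p02 replicate 1 (adjusted p = 0.0899). Fibroblast markers had 4 of 8 lower under either adjustment (median -1.47, adjusted p = 4.12e-04, and 0.0835 with an estimated correlation). Inflammatory genes had 8 higher and 7 lower of 27 (9 and 9 adjusted over the list alone). Their list call was lost in 6 of the settings tried. Their median was -0.30 while the mean, 0.60, and the test pointed upward (adjusted p = 0.0162, and 0.189 with an estimated correlation), and the list did not pass without KSFM p02 replicate 1 (0.28) or switched p20 replicate 1 (0.161). Within it SLPI, an antiprotease, rose by 5.08, and CXCL8, a neutrophil chemokine, fell by 3.77 ± 0.36.

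Several lists did not pass in EpiX p03 against KSFM p02. Simple epithelial keratins had 2 higher and 1 lower of 6 (3 and 1 adjusted over the list alone; median 0.15, test downward, adjusted p = 0.683), with KRT7 falling from 360 ± 41.6 to 14.7 ± 2.42 normalised CPM. YAP and TAZ targets had 2 higher and 4 lower of 22 under either adjustment (adjusted p = 0.85), and hypoxia genes 2 higher and 3 lower of 22 (5 and 6 adjusted over the list alone; adjusted p = 0.728). Melanocyte markers had 2 of 8 higher (2 and 1 lower adjusted over the list alone; median -0.50, test upward, adjusted p = 0.728). Of immune and endothelial markers 1 of 2 was lower (2 adjusted over the list alone; adjusted p = 0.0593). Stress keratins had 2 of 6 higher under either adjustment (adjusted p = 0.068), with KRT16 at 1.66 ± 0.31. They passed without EpiX p03 replicate 1 (adjusted p = 0.00971), EpiX p12 replicate 1 (0.0444) or replicate 2 (0.0495), or switched p04 replicate 1 (0.0344) or replicate 2 (0.034). Notch pathway genes had 6 higher and 2 lower of 18 (6 and 3 adjusted over the list alone; adjusted p = 0.0838). They passed without EpiX p03 replicate 2 (0.0118), switched p04 replicate 1 (0.033) or replicate 2 (0.0338). NOTCH3, a Notch receptor, rose from 0.107 ± 0.0499 to 4.85 ± 0.166.

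**Figure D2:**
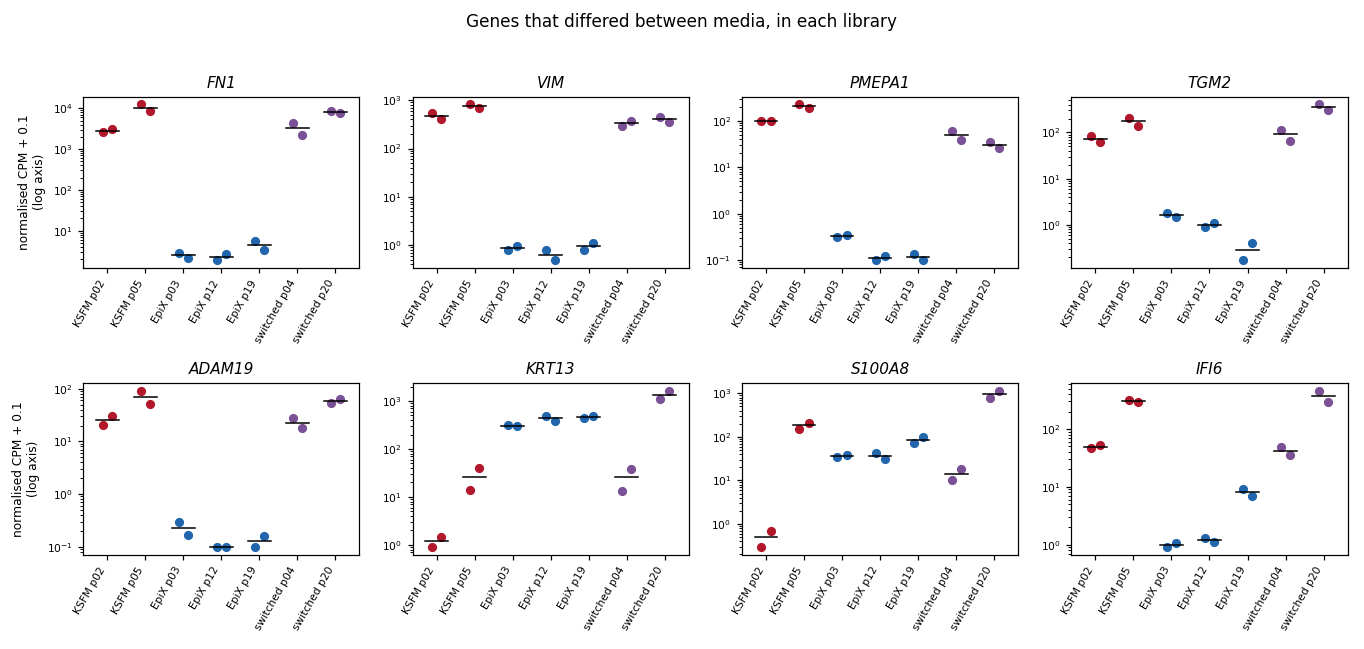
Normalised CPM plus 0.1, on a log axis, of 8 genes that differed between media in the 14 libraries, with a dot per library (replicate 1 left, replicate 2 right) and a bar at the group mean. FN1 lay between 2220 and 12400 in the 8 libraries collected in KSFM and between 1.82 and 5.56 in the 6 collected in EpiX.

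Passage in KSFM was read from KSFM p05 against KSFM p02. CCL2, COL1A2 and CDKN2A rose, and MKI67 fell. CCL2, a monocyte chemokine (ENSG00000108691.5, chromosome 17, 32582304 to 32584222), had 0 counts in KSFM p02 and 62.2 ± 10.4 normalised CPM in KSFM p05 (SD, n = 2), at least 1610-fold higher. COL1A2, a type I collagen chain (ENSG00000164692.13, chromosome 7, 94023873 to 94060544), rose from 0.297 ± 0.044 to 106 ± 38.3 (log2 change 8.48 ± 0.50 SE, adjusted p = 2.16e-09, edgeR quasi-likelihood test). MKI67 (ENSG00000148773.8, chromosome 10, 129894923 to 129924649) fell from 207 ± 33.5 to 31.41 ± 11 (log2 change -2.83 ± 0.27, adjusted p = 3.69e-07). CDKN2A, which encodes the cell cycle inhibitor p16, rose from 4.46 ± 0.537 to 49.7 ± 11.1 (log2 change 3.52 ± 0.26, adjusted p = 1.11e-08). A total of 2278 genes were higher and 2861 lower, and the median of all genes was -0.30. Without KSFM p05 replicate 1 that median was -0.965, and without replicate 2 -0.412. The split was 2806 and 2221 with DESeq2 size factors (median -0.15), 3173 and 2382 with the DESeq2 Wald test (median -0.03), and 1113 and 6755 with library size alone (median -0.90). It was 1611 and 1433 in a fit to only these groups and 1701 and 1278 at equal depth, where only total counts were matched. The 5139 calls fell to 3193 without KSFM p02 replicate 2.

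Proliferation genes were lower in 33 of 35 cases in KSFM p05 (35 adjusted over the list alone), with a median of -2.08 (camera adjusted p = 2.05e-41). Senescence-associated genes had 16 higher and 1 lower of 20 under either adjustment, with a median of 1.96 (adjusted p = 1.29e-24), among them IGFBP5 and the protease MMP3 at log2 changes of 7.58 and 6.73. Inflammatory genes had 14 higher and 1 lower of 27 under either adjustment, with a median of 0.91 (adjusted p = 6.19e-25). S100A9, the partner of S100A8, rose from 1.56 ± 0.676 to 321 ± 0.448 normalised CPM, and the complement gene C3 from 3.52 ± 0.0915 to 235 ± 61.6. Interferon response genes were higher in 21 of 35 cases (25 adjusted over the list alone), with a median of 1.28 (adjusted p = 3.05e-20) and ISG15 rising from 9.46 ± 0.298 to 114 ± 21.4. Mesenchymal genes were higher in 13 of 17 cases under either adjustment (median 2.07, adjusted p = 1.56e-17), with POSTN rising from 3.77 ± 1.45 to 130 ± 17.4. Cholesterol synthesis genes were lower in 18 of 24 cases (19 adjusted over the list alone; median -1.11, adjusted p = 9.35e-15). HMGCS1, an enzyme of that pathway, went from 1565 ± 118 to 285 ± 27.9. In the integrated stress response list 12 of 22 were lower (3 higher and 13 lower adjusted over the list alone; median -0.96, adjusted p = 2.92e-10), with ASNS, asparagine synthetase, going from 165 ± 53.3 to 17.2 ± 0.879. Stress keratins were higher in 4 of 6 cases (6 adjusted over the list alone; median 1.52, adjusted p = 1.09e-07), with KRT6B rising from 49.2 ± 6.91 to 323 ± 32.6. Hypoxia and glycolysis genes had 12 higher and 2 lower of 22 (14 and 2 adjusted over the list alone; median 0.67, adjusted p = 1.37e-07, and 0.0469 with an estimated correlation), with the glucose transporter SLC2A1 rising from 82.4 ± 0.77 to 334 ± 63.8. These 9 lists and the fibroblast markers also passed with an estimated correlation.

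Lists that passed in KSFM p05 only with the preset correlation included TGF-beta targets, with 14 higher and 2 lower of 36 (18 and 4 adjusted over the list alone; median 0.56, adjusted p = 9.59e-11, and 0.0581 with an estimated correlation). TGFBI rose from 56.9 ± 9.2 to 816 ± 85.8 normalised CPM. Cornified envelope genes had 17 higher and 1 lower of 34 (18 and 1 adjusted over the list alone; adjusted p = 8.46e-13, and 0.0752 with an estimated correlation). Their median was 1.60, or 1.36 with genes at 0 counts set to their bound. SPRR1B rose from 17.3 ± 2.59 to 142 ± 26.2. Suprabasal genes had 8 higher and 2 lower of 21 under either adjustment (median 1.20, adjusted p = 5.89e-07, and 0.137 with an estimated correlation). Basal genes did not pass as a list, with 3 higher and 5 lower of 20 under either adjustment (median -0.32, adjusted p = 0.411). Without KSFM p05 replicate 1 their median was -0.55, and whether the list passed depended on that library. Among them TP63 fell by 0.79 ± 0.20 on the log2 scale and KRT15 rose by 1.55 ± 0.23. Simple epithelial keratins had 3 of 6 higher under either adjustment (median 0.88, adjusted p = 0.0141, and 0.0587 with an estimated correlation), but did not pass with library size alone (adjusted p = 0.0933). Notch pathway genes had 6 higher and 2 lower of 18 (7 and 2 adjusted over the list alone; adjusted p = 0.0305, and 0.107 with an estimated correlation). Their median was 0.27, or 0.44 with bounds. It turned to -0.024 without KSFM p02 replicate 1. It was 0.177 without KSFM p05 replicate 1 and 0.153 without EpiX p19 replicate 2. The list did not pass in any of these fits.

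Transcripts typical of other cell types were measured in KSFM p05. Fibroblast markers were higher in 4 of 8 cases (5 adjusted over the list alone; median 3.73, adjusted p = 1.01e-13), with COL1A1 rising from 5.85 ± 0.246 to 272 ± 77.0 normalised CPM (SD, n = 2). The KSFM p05 libraries had 680 and 88 counts of COL1A2 but 33 and 0 of COL3A1, 3 and 0 of DCN, and 11 and 0 of LUM. Melanocyte markers were higher in 5 of 8 cases under either adjustment (median 3.21, adjusted p = 6.73e-04, and 0.0752 with an estimated correlation). That call was lost without KSFM p05 replicate 1 (median 0.22, adjusted p = 0.137). TYRP1, a melanosome enzyme, had 91 and 18 counts, and S100B had 173 and 88. KSFM p05 was also the group with the lowest depth and the least similar replicates, and single genes of low abundance are imprecise there. The labels used here name no sequencing run, so whether the 3 shallow libraries came from a separate run could not be told. A difference between runs could therefore not be separated from passage in KSFM. Switched p20 replicate 1, with a similar total to KSFM p05 replicate 1, had 0 counts of COL1A2.

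Passage in EpiX was read from EpiX p19 against EpiX p03. RRM2, CDC6, SLC43A3 and THBS2 fell, while CRYAB, WNT4 and GPNMB rose. RRM2, a subunit of ribonucleotide reductase, went from 147 ± 1.48 to 11.4 ± 2.44 normalised CPM (SD, n = 2; log2 change -3.69 ± 0.23 SE, adjusted p = 9.61e-10, edgeR quasi-likelihood test). CDC6, a replication licensing factor, went from 70.4 ± 1.44 to 4.28 ± 0.477 (log2 change -4.04 ± 0.25, adjusted p = 9.61e-10). Among the largest changes, CRYAB, a small heat shock protein, rose from 1.43 ± 0.0337 to 55.1 ± 7.11 (log2 change 5.26 ± 0.41, adjusted p = 9.24e-09). The signalling gene WNT4 rose by 5.11 ± 0.42 and GPNMB, a membrane glycoprotein, by 4.53 ± 0.32. The transporter gene SLC43A3 fell from 58.7 ± 1.15 to 0.855 ± 0.0496 (log2 change -6.10 ± 0.29, adjusted p = 2.01e-11), and THBS2, a matrix protein, from 202 ± 16.4 to 5.15 ± 0.432. A total of 3625 genes were higher and 3546 lower, and with library size as the only scaling the split was 1604 and 5905 (median of all genes -0.44). It was 5599 and 5607 in a fit to only these groups, and 1785 and 2185 or 1921 and 2157 without EpiX p03 replicate 1 or replicate 2. The 7171 calls fell to 3970 and 4078 without EpiX p03 replicate 1 and replicate 2, and to 4745 and 4056 without EpiX p19 replicate 1 and replicate 2.

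All 35 proliferation genes were lower in EpiX p19, under either adjustment, with a median of -2.60 (camera adjusted p = 3.59e-69). It was the only list to pass in this comparison with an estimated correlation. Interferon response genes had 20 higher and 4 lower of 35 under either adjustment (median 1.28, adjusted p = 3.54e-07, and 0.13 with an estimated correlation), with IFIT1 rising from 1.95 ± 0.307 to 16.2 ± 0.354 normalised CPM. In the integrated stress response list, 11 were higher and 1 lower of 22 (11 and 2 adjusted over the list alone; median 0.55, adjusted p = 0.00421, and 0.13 with an estimated correlation). CHAC1, a glutathione-degrading enzyme, rose by 2.94 ± 0.30. The p53 targets had 12 higher and 2 lower of 24 (13 and 2 adjusted over the list alone; median 0.65, adjusted p = 0.00643, and 0.47 with an estimated correlation), with TP53INP1 rising by 1.75 ± 0.22. Simple epithelial keratins had 1 higher and 4 lower of 6 under either adjustment (median -1.04, adjusted p = 0.00643, and 0.13 with an estimated correlation), with KRT18 going from 311 ± 30.6 to 112 ± 18.0. Over all settings tried, the simple epithelial keratin call was lost in 3. The interferon, integrated stress response and p53 calls were lost in 2 each. Senescence-associated genes moved both ways, with 7 higher and 8 lower of 20 (8 and 8 adjusted over the list alone; adjusted p = 0.386). Within that list the cell cycle inhibitors CDKN1C and CDKN2B rose by 4.16 ± 0.29 and 2.15 ± 0.25. TGF-beta targets had 14 higher and 11 lower of 36 (15 and 11 adjusted over the list alone; adjusted p = 0.191), with TAGLN at 3.18 ± 0.24 and TGM2 at -2.98. Basal genes had 8 higher and 3 lower of 20 under either adjustment (median 0.37, adjusted p = 0.256), and DST, which anchors keratins to hemidesmosomes, rose from 1066 ± 60.1 to 4252 ± 70.4.

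EpiX p12 differed less from EpiX p03, with 277 genes higher and 153 lower, but 1560 and 1702 in a fit to only these groups and 39 and 44 without EpiX p03 replicate 2. KRT7, a simple epithelial keratin, fell by 3.30 ± 0.30 on the log2 scale (adjusted p = 3.88e-06, edgeR quasi-likelihood test, n = 2), and the kallikrein protease KLK6 fell by 3.22 ± 0.44. DOCK11, a guanine nucleotide exchange factor, rose by 2.78 ± 0.26 (adjusted p = 6.72e-06) and IL33, an alarmin cytokine, by 2.52 ± 0.37. Simple epithelial keratins were lower as a list, with 1 of 6 lower (4 adjusted over the list alone; median -0.68, adjusted p = 1.23e-06), and passed with an estimated correlation (0.0205). That correlation was -0.0629, so this pass made no allowance for members that vary together. Proliferation genes had 2 of 35 lower (19 adjusted over the list alone; median -0.59, adjusted p = 2.69e-17, and 0.0578 with an estimated correlation). Inflammatory genes had 1 higher and 4 lower of 27 (2 and 9 adjusted over the list alone; median -0.35, adjusted p = 0.00206, and 0.26 with an estimated correlation). Basal genes passed upward with a median of 0.37 (adjusted p = 0.00341, and 0.554 with an estimated correlation), but not without EpiX p12 replicate 1 (0.0617). Cornified envelope genes passed downward with a median of -0.37, or -0.36 with bounds (adjusted p = 0.00393, and 0.942 with an estimated correlation), but not without EpiX p12 replicate 2 (0.256), and at equal depth their median was 0.07. The 430 calls fell to 89 and 83 without EpiX p03 replicate 1 and replicate 2, and to 111 and 176 without EpiX p12 replicate 1 and replicate 2. They rose to 679 without either replicate 1 or replicate 2 of switched p20.

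The move from EpiX to KSFM at an early passage was read from switched p04 against EpiX p03. FN1, VIM and TGM2 rose, and KRT13, KRT4 and EPCAM fell. FN1 rose from 2.42 ± 0.478 to 3265 ± 1480 normalised CPM (SD, n = 2; log2 change 10.39 ± 0.45 SE, adjusted p = 3.02e-12, edgeR quasi-likelihood test). VIM rose from 0.775 ± 0.0982 to 333 ± 61.7 (log2 change 8.75 ± 0.33, adjusted p = 5.13e-13) and TGM2, a transglutaminase, from 1.52 ± 0.213 to 90.5 ± 34.1 (5.89 ± 0.35, adjusted p = 6.04e-10). KRT13 fell by 3.56 ± 0.40 on the log2 scale, and KRT4, its pairing partner, fell by 4.54 ± 0.37. EPCAM, an adhesion molecule, fell from 62.6 ± 0.866 to 9.58 ± 3.48. A total of 2437 genes were higher and 1746 lower (median of all genes 0.05, and -0.06 with library size as the only scaling). The 4183 calls fell to 2038 and 1825 without EpiX p03 replicate 1 and replicate 2, and to 2657 without switched p04 replicate 2.

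All 35 proliferation genes were lower in switched p04, under either adjustment, with a median of -1.86 (camera adjusted p = 7.94e-65) and RRM2 going from 147 ± 1.48 to 21.9 ± 2.05 normalised CPM. TGF-beta targets had 27 of 36 higher and none lower (27 higher and 1 lower adjusted over the list alone; median 1.71, adjusted p = 7.81e-44), with TGFBI rising from 2.19 ± 0.245 to 75.2 ± 31.0. Interferon response genes were higher in 29 of 35 cases (31 adjusted over the list alone; median 2.15, adjusted p = 4.05e-44), with IFI6 rising from 0.8995 ± 0.109 to 42.2 ± 9.45. Mesenchymal genes were higher in 8 of 17 cases under either adjustment (median 0.76, adjusted p = 4.76e-07, and 0.0435 with an estimated correlation), with the protease FAP at 3.98 ± 0.46. These 4 lists also passed with an estimated correlation. Basal genes had 10 higher and 3 lower of 20 under either adjustment (median 0.43, adjusted p = 0.00256, and 0.306 with an estimated correlation), with the laminin chain LAMA3 rising from 516 ± 7.74 to 3490 ± 389. Senescence-associated genes had 10 higher and 2 lower of 20 (11 and 2 adjusted over the list alone; median 0.79, adjusted p = 0.00256, and 0.203 with an estimated correlation). Within that list IGFBP3 fell from 56.5 ± 3.82 to 2.97 ± 0.641. In the integrated stress response list 1 was higher and 6 lower of 22 under either adjustment (median -0.27, adjusted p = 0.0201, and 0.194 with an estimated correlation), with STC2 at -1.71 ± 0.29, and the list did not pass without switched p04 replicate 2 (0.0841). YAP and TAZ targets had 2 higher and 4 lower of 22 (3 and 5 adjusted over the list alone; median -0.33, adjusted p = 0.031, and 0.536 with an estimated correlation), and did not pass without switched p04 replicate 1 (0.0639). Fibroblast markers had 3 of 8 higher under either adjustment (median 1.71, adjusted p = 0.0138, and 0.203 with an estimated correlation). Their median fell to 0.934 without EpiX p03 replicate 2 and to 0.512 without switched p04 replicate 1. The list did not pass in either of these fits. Immune and endothelial markers, only 2 genes, passed upward (median 2.29, adjusted p = 0.031, and 0.185 with an estimated correlation), but not when any of the 14 libraries was left out (adjusted p from 0.0574 to 0.225).

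**Figure D3:**
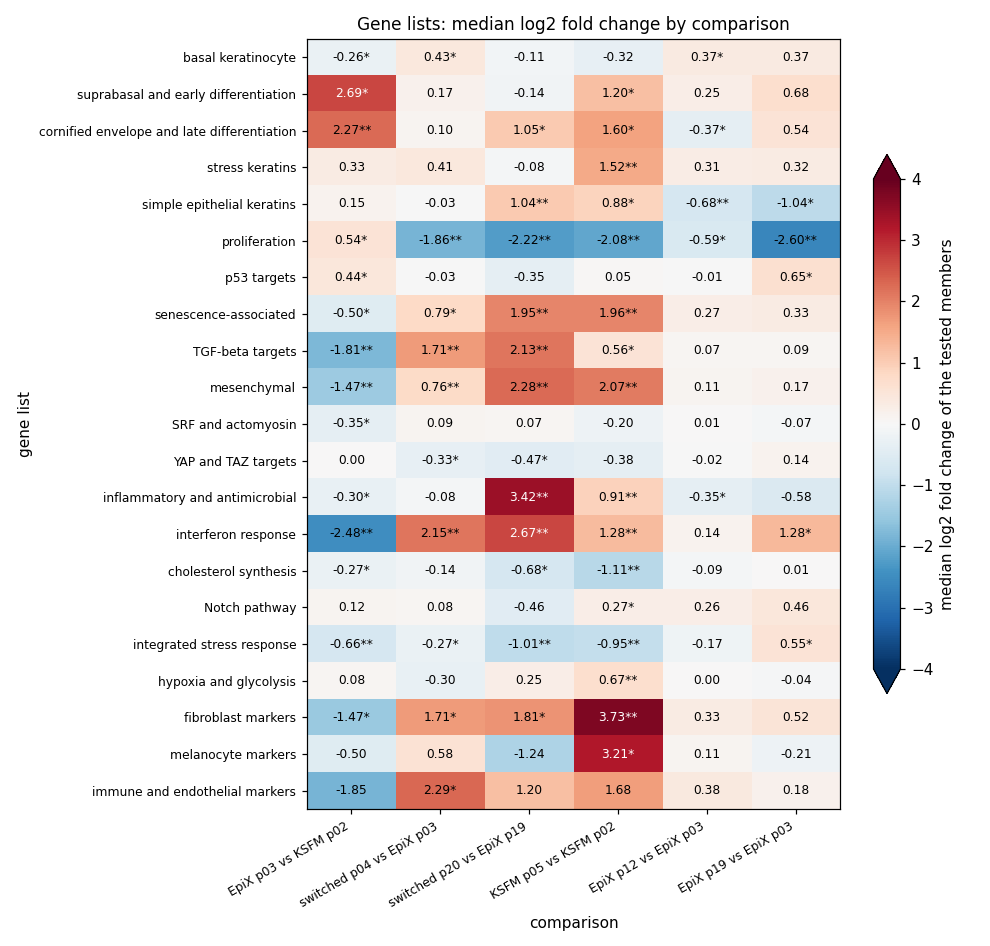
Median log2 fold change of the tested members of the 21 gene lists, with lists as rows and 6 comparisons as columns, and colour clipped at -4 and 4. A star marks lists past an adjusted p of 0.05 by camera with the preset correlation and a double star those also past it with an estimated correlation; proliferation has a double star at -2.60 in EpiX p19 against p03 and at -1.86 in switched p04 against EpiX p03.

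The move to KSFM at a late passage was read from switched p20 against EpiX p19. FN1, KRT7 and CEACAM6 rose, and BCAM and DST fell. FN1 rose from 4.41 ± 1.63 to 8038 ± 501 normalised CPM (SD, n = 2; log2 change 10.83 ± 0.46 SE, adjusted p = 7.01e-13, edgeR quasi-likelihood test). KRT7 rose from 0.276 ± 0.0235 to 211 ± 22.5 (log2 change 9.56 ± 0.40, adjusted p = 7.01e-13). CEACAM6, a carcinoembryonic adhesion molecule (ENSG00000086548.8, chromosome 19, 42254885 to 42276113), had 3 counts in EpiX p19 and 572 ± 316 normalised CPM in switched p20, a ratio of 24300 (counting interval 8300 to 118000) that rests mostly on switched p20 replicate 2, since replicate 1 alone gave 8930 and replicate 2 alone 25600. BCAM, a laminin receptor, fell by 3.76 ± 0.28 and DST fell by 3.105 ± 0.22 (log2). A total of 3194 genes were higher and 3332 lower, and with library size as the only scaling 1914 and 4055 (median of all genes -0.33). With TMM scaling the median was -0.085, and -0.475 without switched p20 replicate 2. The balance turned in a fit to only these groups (2445 and 2321), at equal depth (1260 and 1034) and without the 2 shallowest libraries (4114 and 3730). It also turned without switched p20 replicate 1 (3441 and 3002) or EpiX p12 replicate 1 (2999 and 2891). The 6526 calls fell to 4350 and 3611 without EpiX p19 replicate 1 and replicate 2.

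Proliferation genes were lower in 28 of 35 cases in switched p20 (31 adjusted over the list alone), with a median of -2.22 (camera adjusted p = 1.69e-27, and 0.0188 with an estimated correlation). TOP2A, a topoisomerase of dividing cells, went from 36.5 ± 7.54 to 2.85 ± 0.834 normalised CPM. TGF-beta targets had 25 higher and 2 lower of 36 (26 and 2 adjusted over the list alone; median 2.13, adjusted p = 1.78e-43), with TGFBI rising from 6.76 ± 0.0907 to 936 ± 244. Interferon response genes had 29 higher and 1 lower of 35 (31 and 2 adjusted over the list alone; median 2.67, adjusted p = 4.21e-44), with IFI27 rising from 3.40 ± 0.562 to 402 ± 131. Inflammatory genes were higher in 22 of 27 cases under either adjustment (median 3.42, adjusted p = 1.38e-22), with S100A9 rising from 101 ± 13.3 to 2622 ± 736 and LCN2, an iron-binding antimicrobial protein, from 4.79 ± 0.458 to 411 ± 106. Mesenchymal genes were higher in 8 of 17 cases (10 adjusted over the list alone; median 2.28, adjusted p = 4.2e-11), with VIM rising from 0.870 ± 0.233 to 403 ± 59.8. Simple epithelial keratins were higher in 5 of 6 cases under either adjustment (median 1.04, adjusted p = 7.09e-08). In the integrated stress response list 2 were higher and 13 lower of 22 (4 and 14 adjusted over the list alone; median -1.01, adjusted p = 2.86e-09), with PSAT1, an enzyme of serine synthesis, going from 149 ± 6.52 to 15.0 ± 0.957. Senescence-associated genes had 13 higher and 2 lower of 20 (13 and 4 adjusted over the list alone; median 1.95, adjusted p = 2.19e-07, and 0.0297 with an estimated correlation), with the plasminogen activator PLAT at 5.39 ± 0.39. These 8 lists also passed with an estimated correlation.

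Cornified envelope genes had 16 higher and 5 lower of 34 in switched p20 (17 and 6 adjusted over the list alone; median 1.05, adjusted p = 4.15e-04, and 0.401 with an estimated correlation). SPRR3 rose from 16.7 ± 2.13 to 364 ± 165 normalised CPM (SD, n = 2), and IVL, of the suprabasal list, from 8.86 ± 1.84 to 239 ± 25.4. The suprabasal list itself did not pass, with 7 higher and 5 lower of 21 under either adjustment (median -0.14, test upward, adjusted p = 0.611). Cholesterol synthesis genes had 1 higher and 14 lower of 24 (1 and 16 adjusted over the list alone; median -0.68, adjusted p = 1.19e-05, and 0.123 with an estimated correlation), with HMGCS1 going from 760 ± 15.3 to 244 ± 17.6. Fibroblast markers had 5 of 8 higher under either adjustment (median 1.81, adjusted p = 0.00314, and 0.104 with an estimated correlation), with FBN1, which encodes fibrillin, at 3.12 ± 0.36. YAP and TAZ targets had 5 higher and 9 lower of 22 (5 and 11 adjusted over the list alone). Their median was -0.47 and their mean 0.01, and the test pointed downward (adjusted p = 0.0168, and 0.401 with an estimated correlation). That list did not pass without EpiX p19 replicate 1 (0.0544) or switched p20 replicate 1 (0.113). The p53 targets had 2 higher and 7 lower of 24 (3 and 7 adjusted over the list alone; median -0.35, adjusted p = 0.373), and TP53I3, against the direction of the list, rose from 8.97 ± 0.481 to 146 ± 7.37. Notch pathway genes had 2 higher and 5 lower of 18 (2 and 6 adjusted over the list alone; median -0.46, adjusted p = 0.143), with NOTCH1 going from 180 ± 6.3 to 50.4 ± 4.58.

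**Figure D4:**
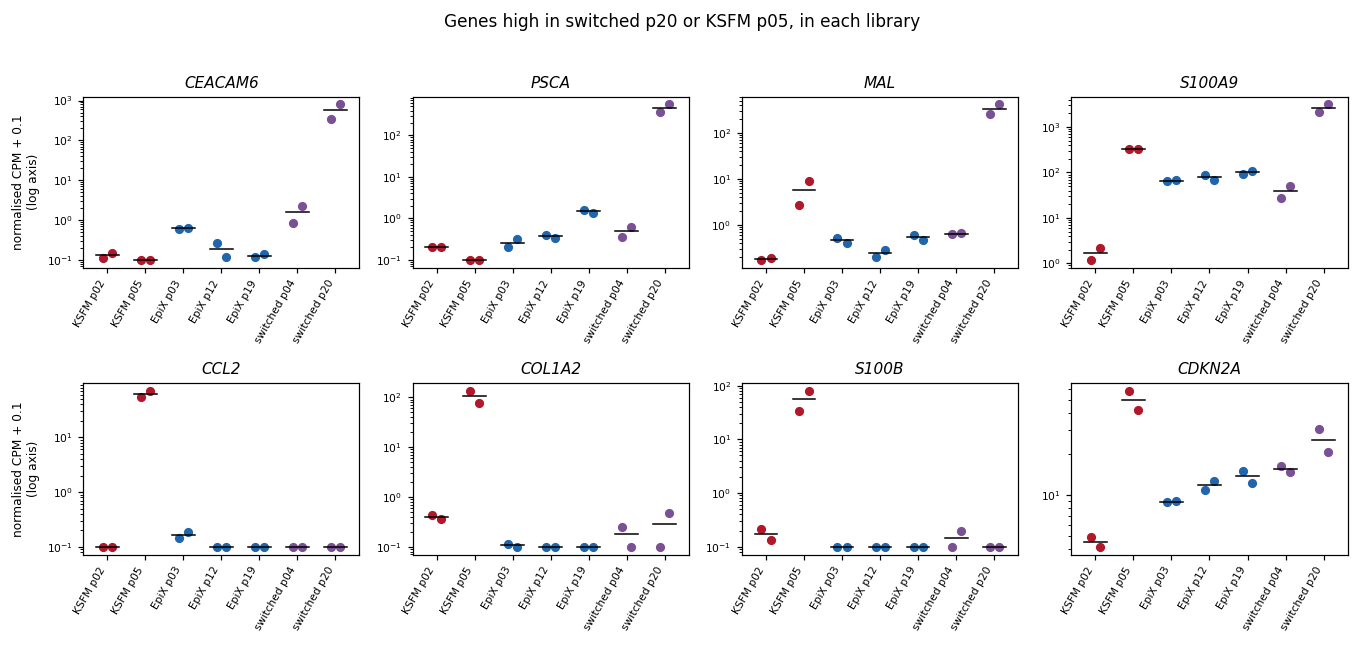
Normalised CPM plus 0.1, on a log axis, of 8 genes high in switched p20 or KSFM p05 in the 14 libraries, with a dot per library (replicate 1 left, replicate 2 right) and a bar at the group mean. The mean of S100A9 was 2622 in switched p20 and 321 in KSFM p05, and that of COL1A2 was 106 in KSFM p05.

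Switched cells were also set against cells kept in KSFM throughout. Both switched p04 and switched p20 differ from KSFM p02 in passage as well as in earlier medium. These comparisons therefore cannot separate passage from the earlier time in EpiX, least of all for switched p20. In switched p04 against KSFM p02, 903 genes were higher and 698 lower, and with library size as the only scaling 528 and 628 (median of all genes -0.12). KRT13 was higher by 4.59 ± 0.45 and S100A9 by 4.65 ± 0.34 (log2, SE, n = 2), while HAS2, a hyaluronan synthase, was lower by a log2 change of -3.79 ± 0.52. Cornified envelope genes were higher in 22 of 34 cases (29 adjusted over the list alone; median 2.75, or 2.06 with bounds; camera adjusted p = 8.26e-36, and 0.0399 with an estimated correlation). All 35 proliferation genes were lower under either adjustment (median -1.32, adjusted p = 6.27e-59), as were 12 of 22 integrated stress response genes (15 adjusted over the list alone; median -0.89, adjusted p = 2.39e-17). These 3 lists also passed with an estimated correlation. TGF-beta targets had 4 higher and 7 lower of 36 (5 and 9 adjusted over the list alone; median -0.05, adjusted p = 0.477). The 1601 calls fell to 899 and 750 without KSFM p02 replicate 1 and replicate 2, and to 639 without switched p04 replicate 2.

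In switched p20 against KSFM p02, 3421 genes were higher and 4111 lower (median of all genes -0.14), and with library size alone 1462 and 9549 (median -0.86). Without switched p20 replicate 2 the median was -0.591, and without replicate 1 -0.127. The balance turned with the DESeq2 Wald test (3728 and 3636), in a fit to only these groups (2885 and 2609), at equal depth (1802 and 1340) and without EpiX p12 replicate 1 (3465 and 3302). SPRR3 was higher by 12.27 ± 0.65 and S100A9 by 10.72 ± 0.43 (log2, SE, n = 2), and MKI67 had a log2 change of -5.57 ± 0.30. All 35 proliferation genes were lower under either adjustment (median -4.24, camera adjusted p = 8.33e-88). Cornified envelope genes had 28 higher and 1 lower of 34 under either adjustment (median 3.14, adjusted p = 5.04e-28, and 0.041 with an estimated correlation). Inflammatory genes had 15 higher and 8 lower of 27 (15 and 9 adjusted over the list alone; median 2.21, adjusted p = 1.64e-12). In the integrated stress response list 1 was higher and 12 lower of 22 (1 and 13 adjusted over the list alone; median -0.75, adjusted p = 4.04e-07). These 4 lists also passed with an estimated correlation. The 7532 calls fell to 4574 without KSFM p02 replicate 2.

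In switched p20 against switched p04, 2181 genes were higher and 2686 lower (median of all genes -0.15), and with library size alone 868 and 7775 (median -0.73). Without switched p20 replicate 2 the median was -0.541, and without replicate 1 -0.126. More genes were higher than lower with the DESeq2 Wald test (2629 and 2472), in a fit to only these groups (1277 and 879), at equal depth (1056 and 621) and without EpiX p12 replicate 1 (2101 and 2058). PSCA, a surface protein of several epithelia, was higher by 10.17 ± 0.36 and MAL, a membrane trafficking protein, by 9.29 ± 0.37 (log2, SE, n = 2), and MKI67 had a log2 change of -3.88 ± 0.29. Proliferation genes were lower in 34 of 35 cases (35 adjusted over the list alone; median -2.91, camera adjusted p = 2.26e-66). Inflammatory genes had 12 higher and 1 lower of 27 (16 and 3 adjusted over the list alone; median 1.22, adjusted p = 4.41e-18), and interferon response genes 26 higher of 35 under either adjustment (median 1.54, adjusted p = 8.33e-22). These 3 lists also passed with an estimated correlation. The 4867 calls fell to 2902 without switched p04 replicate 2.

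Calls were compared between pairs of comparisons that share no library. Of the genes higher in EpiX p03 than in KSFM p02, 335 were also higher in EpiX p19 than in switched p20, where 123.1 would be shared if calls were independent, and 156 went the other way, also more than the 118 of independent calls. Of those lower, 797 were lower in both, against 207.3, and 97 went the other way, against 216.3. The early and late moves to KSFM shared 973 higher genes, against 341.9, and 558 lower genes, against 255.5, while 262 and 142 went opposite ways, against 356.7 and 244.9. Passage in KSFM and in EpiX shared 855 higher genes, against 362.7, and 1183 lower genes, against 445.6, while 155 and 226 went opposite ways, against 354.8 and 455.5.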

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

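Of the tests below, those of low depth in KSFM p05, fibroblasts, melanocytes, mitochondrial share, depth in EpiX, culture state and spill-over between libraries were chosen after the result was seen.

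The move from EpiX to KSFM had a different effect late than early, by an interaction test in edgeR (switched p20 against EpiX p19, less switched p04 against EpiX p03), for 4222 genes, 1783 higher and 2439 lower. With library size as the only scaling the split was 912 and 2097 (median of all genes -0.28, against -0.15). Without switched p20 replicate 2 the median was -0.605, and without replicate 1 -0.145. The 4222 calls fell to 2376 and 2108 without EpiX p03 replicate 1 and replicate 2, and to 2204 without EpiX p19 replicate 2. The log2 change was greater late by 12.69 for CEACAM6, which had 3 counts in EpiX p19 (13.19 from pooled counts, counting interval 11.65 to 15.47), by 9.44 for RHCG, by 8.998 for MAL and by 8.82 for DHRS9. It was smaller late by -6.97 for ATP12A, -5.75 for CRYAB, -5.73 for GPNMB and -5.21 for PRODH. By the same interaction, list medians differed by 1.53 for simple epithelial keratins and 2.38 for inflammatory genes, and both also passed with an estimated correlation (adjusted p = 0.00727 for each). With the preset correlation alone they differed by -0.66 for basal, 0.70 for cornified envelope, 0.54 for senescence-associated, 0.50 for TGF-beta target and 1.14 for mesenchymal genes. They further differed by -0.58 for cholesterol synthesis, -0.49 for integrated stress response and 0.39 for hypoxia genes. Over all settings tried, the mesenchymal call was lost in 8, the hypoxia call in 5 and the senescence call in 4. Without switched p04 replicate 1 the cornified envelope (adjusted p = 0.128) and cholesterol (0.0864) calls were lost. Without switched p20 replicate 1 the senescence (0.129), mesenchymal (0.0911) and hypoxia (0.0708) calls were lost, and without switched p04 replicate 2 the mesenchymal call (0.0551).

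Passage had a different effect in KSFM than in EpiX, by an interaction test (KSFM p05 against p02, less EpiX p19 against p03), for 3255 genes, 1439 higher and 1816 lower (median of all genes -0.29, and -0.44 with library size as the only scaling). Without KSFM p05 replicate 1 that median was -0.989, and without replicate 2 -0.436. The balance turned with the DESeq2 Wald test (2180 higher and 1858 lower, median -0.04), with DESeq2 size factors (1758 and 1617) and at equal depth (761 and 677). The spans of passages differ between the media, so medium and span cannot be separated here. The calls fell to 2064 without KSFM p02 replicate 2, to 1856 and 1817 without EpiX p03 replicate 1 and replicate 2, and to 2088 and 1810 without EpiX p19 replicate 1 and replicate 2. Against a floor of 3 counts per group, the log2 change in KSFM exceeded that in EpiX by at least 12.24 for CCL2 and at least 6.41 for COL5A1. It was greater by 7.63 for S100A8 and 7.25 for SAA1, and smaller by -9.18 for ATP12A and -5.76 for CYP4F11, which had 1 and 2 counts in KSFM p05 (from pooled counts -9.40, counting interval -14.71 to -6.92, and -5.89, interval -8.94 to -4.04). It was also smaller by -5.12 for SULT1E1 and -5.09 for ALDH1L2. List medians differed by 1.28 for simple epithelial keratins, 2.52 for senescence-associated, 2.76 for mesenchymal and 3.58 for inflammatory genes, and by -1.08 for cholesterol synthesis and -1.27 for integrated stress response genes. These 6 lists also passed with an estimated correlation. With the preset correlation alone they differed by -0.37 for basal, 0.18 for suprabasal, 1.20 for cornified envelope, 0.50 for stress keratin and 0.62 for proliferation genes. They further differed by 0.42 for TGF-beta targets, 0.74 for hypoxia genes, 2.58 for fibroblast markers, 3.58 for melanocyte markers and -0.63 for YAP and TAZ targets, whose mean was 0.18. The YAP and TAZ call was lost without KSFM p05 replicate 2 (adjusted p = 0.162), EpiX p03 replicate 2 (0.0599) or EpiX p19 replicate 1 (0.0856). The basal call was lost without KSFM p05 replicate 2 (0.168), and the suprabasal call without KSFM p02 replicate 1 (0.119) or KSFM p05 replicate 1 (0.449). The melanocyte call was lost without KSFM p05 replicate 1 (0.172, median -0.32) or EpiX p03 replicate 1 (0.141).

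Transcripts typical of fibroblasts (4 of 8 tested markers) and melanocytes (5 of 8) were higher in KSFM p05 than in KSFM p02. The melanocyte list did not pass with an estimated correlation (camera adjusted p = 0.0752). Its median was 3.215, and 0.22 without KSFM p05 replicate 1. Low depth is argued against for COL1A1, COL1A2, CCL2 and S100B only. These 4 of 4 genes were still called higher with all libraries thinned to the smallest total. Their ratios were 25.1 (counting interval 16.8 to 39.0), 243 (43.2 to 9630), at least 47 and 137 (24.2 to 5450). They rest on 25, 1, 0 and 1 thinned counts in KSFM p02, with a floor of 3 counts over the group for CCL2. CCL2 and S100B belong to neither marker list. Low depth stays open for the other markers, such as PMEL and MLANA, which this test did not cover. Fibroblasts as the source of COL1A1 and COL1A2 stay open, since COL3A1, DCN, LUM and COL6A3 together reached 7.5% of the COL1A2 count in replicate 1 (exact interval 5.53 to 9.98), with 33 counts of COL3A1 against 0 in every other library, and 0 of 88 in replicate 2 (up to 4.28%), but the ratio in fibroblasts was not measured. Melanocytes as the source of S100B and TYRP1 stay open, since 50% of 6 further melanocyte markers (PMEL, MLANA and KIT) were higher, PMEL and MLANA with 26 and 12 counts in replicate 1 but 1 each in replicate 2, while MITF had a log2 change of -0.63 (adjusted p = 0.582) and DCT and GPR143 had 0 counts in both, too shallow to measure a fall from 7 and 10 counts and 29 and 16 counts in KSFM p02. A change in the keratinocytes themselves with passage in KSFM also stays open and was not tested apart from these.

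Proliferation genes were lower in EpiX p19 than in EpiX p03. A larger mitochondrial share is argued against, since the loss of counts outside mitochondrial genes can shift every other gene by a log2 change no lower than -0.26 between libraries of these groups, while with library size as the only scaling the list had a median of -3.06 and its least lowered member -1.68. A difference in depth is argued against, since the EpiX p19 libraries were no shallower, the lowest total being 101% of the highest in EpiX p03. Culture state at collection, such as density or days since feeding, cannot be told apart from passage number, because the labels give a density or day of collection for 0 of the 7 groups. Passage number itself stays among the open explanations.

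CEACAM6, PSCA, MAL and S100A9 were high in switched p20. Reads spilling over from the deep library of the group into the shallow one stay open. The lowest CPM in replicate 1 was 34.8% of that in replicate 2, for CEACAM6, against 51.7% for PSCA, 49.8% for MAL and 53.2% for S100A9. Spill-over as the only source would need reads of replicate 2 to make up a like percentage of replicate 1. In raw counts CEACAM6 had 1388 in replicate 1 and 44641 in replicate 2. The share of reads that spilled was not measured. Cells of an airway or prostate epithelium stay open, since 11 markers of those tissues together had at most 0.172% of the CEACAM6 count (77 of 44641 in replicate 2, 68 of them ACP3, and 2 of 1388 in replicate 1, both ACP3, which had 33 to 49 counts in each EpiX library too), under a bound of 1% set in advance, but the ratio in such cells was not measured and the bound excludes nothing. A response of the late-passage keratinocytes to KSFM may remain as a hypothesis, found and examined on the same data. The number of passages and the earlier time in EpiX were not separated by the design.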

How the results depend on the processing

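Fits without the 2 shallowest libraries, without the KSFM p05 group, without mitochondrial genes and at equal depth were chosen after the data were seen. Of the 12 counts (11 comparisons and the list tests), all 12 stayed within 1.5 times their value with DESeq2 size factors and with a replicate block, and 9 of 9 without the KSFM p05 group. Replicate numbers did not pair the samples (correlations between the differences within groups of -0.083 to 0.187 over 21 pairs of groups), and the block gave 2230 calls for EpiX p03 against KSFM p02 and 7055 for EpiX p19 against EpiX p03. With library size alone the counts were 7868 for KSFM p05 against p02, 254 for EpiX p12 against p03 and 8643 for switched p20 against p04. With that scaling KRT8 reversed in KSFM p05 against p02 (-0.004) and switched p20 against p04 (-0.061), KRT6A in switched p20 against KSFM p02 (-0.14) and against p04 (-0.61), and MFAP5 in switched p20 against KSFM p02 (-0.058). Of 853 results for single genes, 56 no longer passed with that scaling. With all libraries thinned to the smallest total, 140 of 800 no longer passed. The calls of TP63 in KSFM p05 against p02, FDXR in EpiX p03 against KSFM p02 and IL33 in EpiX p12 against p03 were each lost in 1 setting. So were those of POSTN in EpiX p03 against KSFM p02, TGM2 in EpiX p19 against p03 and FAP in switched p04 against EpiX p03. The same held for S100B and PMEL in KSFM p05 against p02. It also held for MAL in the late less early interaction, and for CCL2 and CYP4F11 in the passage interaction. With no filter EpiX p12 against p03 gave 705 calls and with DESeq2 726. A fit to only the groups compared gave 3952 for EpiX p03 against KSFM p02, 3044 for KSFM p05 against p02, 11206 for EpiX p19 against p03, 3262 for EpiX p12 against p03 and 2156 for switched p20 against p04. Without the 2 shallowest libraries the counts were 3891 for EpiX p03 against KSFM p02, 1197 for EpiX p12 against p03, 6474 for switched p04 against EpiX p03 and 3006 for switched p04 against KSFM p02. The cause was not tested for any of these. Leaving out mitochondrial genes moved little with TMM scaling (7223 calls for EpiX p19 against p03) and tests little.

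Thinning every library to the smallest total leaves fewer counts, and gave 863 calls for EpiX p03 against KSFM p02, 2979 for KSFM p05 against p02, 3010 for EpiX p19 and 36 for EpiX p12 against p03. Thinning matched total counts only, so libraries with larger mitochondrial shares kept fewer other counts. It gave 1698 for switched p04 against EpiX p03, 2294 for switched p20 against EpiX p19, 515 and 3142 for switched p04 and p20 against KSFM p02, 1677 between these, 1084 for the late less early interaction and 1438 for the passage interaction. There the cornified envelope list in EpiX p12 against p03 had a median of 0.067 (camera adjusted p = 0.644), and the cause was not tested. THY1 in the passage interaction was fitted at -0.82, but had 0 thinned counts in EpiX p03 and 1 in EpiX p19, so its direction was not measured. With an estimated correlation 47 of the 123 list calls remained. Shared calls at an adjusted p under 0.01, in the order of the report, were 163, 498, 589, 317, 407 and 646. At a change of at least 2-fold in both, 203, 322, 529 and 592 differed by over 1.5 times, for the genes higher in EpiX, lower after the switch, and higher and lower with passage. Stricter thresholds leave fewer genes to share.

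Leaving out each library in turn gave 1018 to 2934 calls for EpiX p03 against KSFM p02, 3193 to 6136 for KSFM p05 against p02, 3970 to 8302 for EpiX p19 against p03 and 83 to 679 for EpiX p12 against p03. The ranges were 1825 to 5177 for switched p04 against EpiX p03, 3611 to 7431 for switched p20 against EpiX p19, 639 to 2140 and 4574 to 8401 for switched p04 and p20 against KSFM p02, and 2902 to 5846 between these. They were 2108 to 5150 for the late less early interaction, 1810 to 4213 for the passage interaction and 119 to 128 for the list tests. DCN in KSFM p05 against p02 was fitted at -3.42 without KSFM p05 replicate 1, where 0 counts were left in that group and no direction was measured, and at 4.47 without replicate 2, from 3 counts in each group. The cornified envelope list in switched p04 against EpiX p03 ranged from -0.56 to 0.52 (without switched p04 replicate 2 and replicate 1), on opposite sides at adjusted p = 0.0023 and 0.0382. A group with 1 library left is assumed to vary like the others. Depth limits KSFM p05 replicate 2 most, where a floor of 3 counts is 2.07 CPM.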

Other observations

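The test below was planned before its result was seen. Libraries were asked for genes with a gap of at least 4-fold (with 0.5 CPM added) between all 8 libraries collected in KSFM and all 6 collected in EpiX, whatever the passage or earlier medium. There were 23 such genes, all 23 higher in KSFM and 0 higher in EpiX. Of the 35 splits of the 7 groups into sets of the same sizes, 1 gave as many genes, the real split itself, and the highest other split gave 4, so chance assignment of groups is argued against. The widest gaps were those of FN1 (log2 gap 8.51), VIM (7.56), PMEPA1 (5.18), TGM2 (4.88) and ADAM19 (4.72). Of the 23 genes, 9 belong to the list of TGF-beta targets and 3 to the interferon response list, and 16 to any list. A candidate explanation, as a hypothesis, is that the medium at collection sets these genes within the passages sampled. The medium differs in several inhibitors and other components at once, so no single component can be named.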
